# BET Proteins Regulate Expression of Osr1 in Early Kidney Development

**DOI:** 10.3390/biomedicines9121878

**Published:** 2021-12-10

**Authors:** Janina Schreiber, Nastassia Liaukouskaya, Lars Fuhrmann, Alexander-Thomas Hauser, Manfred Jung, Tobias B. Huber, Nicola Wanner

**Keywords:** renal development, nephron number, BET proteins, epigenetic regulation, BRD4, OSR1

## Abstract

In utero renal development is subject to maternal metabolic and environmental influences affecting long-term renal function and the risk of developing chronic kidney failure and cardiovascular disease. Epigenetic processes have been implicated in the orchestration of renal development and prenatal programming of nephron number. However, the role of many epigenetic modifiers for kidney development is still unclear. Bromodomain and extra-terminal domain (BET) proteins act as histone acetylation reader molecules and promote gene transcription. BET family members Brd2, Brd3 and Brd4 are expressed in the nephrogenic zone during kidney development. Here, the effect of the BET inhibitor JQ1 on renal development is evaluated. Inhibition of BET proteins via JQ1 leads to reduced growth of metanephric kidney cultures, loss of the nephron progenitor cell population, and premature and disturbed nephron differentiation. Gene expression of key nephron progenitor transcription factor Osr1 is downregulated after 24 h BET inhibition, while Lhx1 and Pax8 expression is increased. Mining of BRD4 ChIP-seq and gene expression data identify Osr1 as a key factor regulated by BRD4-controlled gene activation. Inhibition of BRD4 by BET inhibitor JQ1 leads to downregulation of Osr1, thereby causing a disturbance in the balance of nephron progenitor cell self-renewal and premature differentiation of the nephron, which ultimately leads to kidney hypoplasia and disturbed nephron development. This raises questions about the potential teratogenic effects of BET inhibitors for embryonic development. In summary, our work highlights the role of BET proteins for prenatal programming of nephrogenesis and identifies Osr1 as a potential target of BET proteins.

## 1. Introduction

The effect of environmental influences on nephron number and consequent metabolic and epigenetic programming of nephron development has become increasingly more important in recent decades. Nephron number has been shown to influence long-term kidney function [1]. A low nephron endowment has been linked to an increased risk of developing arterial hypertension as well as chronic kidney failure [2]. Human nephron development is complete by the time of birth and no further nephron formation occurs postnatally [3]. Factors influencing nephron number are prematurity, intrauterine growth arrest, and low or high birth weight [4,5,6]. Maternal malnutrition (especially vitamin A, vitamin D, zinc, and protein deficiencies) or maternal overnutrition (obesity, hyperglycemia in poorly controlled diabetes mellitus) also correlate with a lower number of nephrons in the offspring [7]. Similarly, smoking, drug and medication exposure during pregnancy are associated with a low number of nephrons [8]. 

During kidney development, all epithelial cells of the nephron, the functional unit of the kidney, stem from the nephron progenitor cells (NPCs), which are located around the ureteric bud tips where they form the so-called cap mesenchyme in the outer cortical area of the kidney, the nephrogenic zone [9]. In a reciprocal interplay of induction with the cap mesenchyme, the ureteric bud tips continue to divide, forming the ureteric tree [10]. A subpopulation of NPCs from the cap mesenchyme aggregates and forms the developing nephron structures, while the rest of the cap mesenchyme maintains self-renewal. The continuous process of nephron formation starts as early as E13.5 and continues until day 3 after birth in mice, where nephron formation abruptly ceases due to a synchronized differentiation of NPCs [11,12]. In the cap mesenchyme, transcription factors such as Six2, Cited1, Eya1 and Osr1 define the NPC population. Upon aggregation and subsequent renal vesicle formation, the cells lose the NPC markers and upregulate genes depending on their localization within the newly forming structure, such as Pax8 and Lhx1 [13]. While transcription factor Wt1 is already present in the NPCs, it is upregulated in the proximal part of the renal vesicles and marks the (future) podocyte progenitor population, whereas Notch ligand Jagged1 (Jag1) marks the distal part of the renal vesicle [14].

Recently, the manifold role of environmental influences on nephron number and the resulting epigenetic determination of nephron development have increasingly been a focus of investigation [15,16,17,18]. The bromodomain and extra-terminal domain (BET) family is a subgroup of bromodomain-containing proteins and includes BRD2, BRD3, BRD4, and BRDT. The bromodomains bind acetylated lysines on the histone tails and trigger effector proteins to bind to the extra-terminal domain, resulting in changes in gene expression during cellular proliferation and differentiation [19]. To date, it remains unclear whether the BET proteins BRD2, BRD3, and BRD4 each exert distinct or partially overlapping functions [20]. Complete loss of one member cannot be compensated by the others [21,22,23]. Binding of BRD4 to acetylated histones has been shown to catalyze binding and consecutive activation of positive transcription elongation factor b (P-TEFb) to the C-terminal domain of BRD4 [24,25]. The active form of P-TEFb phosphorylates RNA polymerase II, thus triggering gene expression of RNA polymerase II-dependent transcription processes [25]. One of the best characterized BET inhibitors is JQ1, a triazolodiazepine. Inhibition of JQ1 is selective for all BET proteins, while binding to bromodomains of other protein families has not been shown [26]. Like the acetylated lysine of histones, the triazole ring of JQ1 forms a hydrogen bond with the asparagine in the binding pocket of the bromodomain. Thus, inhibition with JQ1 acts competitively against acetylated histones at the bromodomain-binding pocket. Through this mechanism, JQ1 prevents BET proteins from binding to chromatin, resulting in modulation of gene expression [26]. JQ1-mediated inhibition of BET proteins has previously been shown to affect cell differentiation by either promoting neural differentiation or inhibiting spermatogenesis in mice with no obvious teratogenic effects in the offspring of treated males [27,28]. Due to its short half-life [26], JQ1 is currently not used for clinical trials in humans. However, several BET inhibitors are currently in Phase I/II clinical trials (https://clinicaltrials.gov, accessed on 18 November 2021).

In the present study, the effect of BET inhibitors on renal development, renal growth, nephron progenitor self-renewal and gene expression is evaluated in order determine the role of BET proteins for renal development and prenatal renal programming.

## 2. Materials and Methods

### 2.1. Animal Handling

Mice were kept in a specific-pathogen-free environment at the Center for Experimental Models and Transgenic Service (CEMT) in Freiburg, Germany and animal research facility UKE Hamburg. All mice were raised in a 12/12 h cycle of light and darkness, with access to water and standard chow ad libitum.

### 2.2. Metanephric Kidney Culture

Timed-pregnant hNPHS2Cre [29] B6.129(Cg)-Gt(ROSA)26Sortm4(ACTB-tdTomato,-EGFP)Luo/J [30] and Tg(Six2-EGFP/cre)1Amc/J mice [31] (ages 8–16 weeks) were sacrificed at E12.5 and their embryos were harvested. The metanephroi were isolated and cultured on Transwell^®^ inserts with culture medium at the medium–air interface. Cultures were grown in DMEM medium with 10% fetal bovine serum, 100 µg/mL of penicillin, 100 µg of streptomycin and treated with inhibitors in DMSO or equivalent DMSO concentrations in the control conditions. One kidney of each embryo was used for inhibitor condition, the other for DMSO controls within each experiment. If not otherwise stated, experiments were repeated at least 3 times with 3 individual litters. 

### 2.3. Genotyping

Genotyping of the mice was performed by polymerase chain reaction (PCR) amplification of DNA isolated from tail biopsies and subsequent visualization of the amplified fragments by gel electrophoresis. The following primers were used:

Tomato/EGFP forward 5′ CTC TGC TGC CTC CTG GCT TCT 3′
Tomato/EGFP reverse wildtype 5′ CGA GGC GGA TCA CAA GCA ATA 3′
Tomato/EGFP reverse mutant 5′ TCA ATG GGC CGG GGT CGT T3′
Cre forward 5′ GCA TTA CCG GTC GAT GCA ACG AGT GAT GAG 3′
Cre reverse 5′ GAG TGA ACG AAC CTG GTC GAA ATC AGT GCG 3′

### 2.4. Whole Mount Immunofluorescence Staining

Cultured explants were fixed with cold methanol for 10 min and subsequently washed three times with room temperature PBST buffer (PBS + 0.1% Tween 20) for five minutes. Blocking solution containing 5% BSA in PBST buffer was added for three hours at room temperature. The cultures were incubated with the primary antibodies in blocking solution at 4 °C overnight. Cultures were then washed three times with blocking solution for two hours each and incubated in a 1:500 dilution of secondary antibodies and 1:1000 dilution of Hoechst nuclear dye in blocking solution overnight. The cultures were again washed three times for two hours and mounted with ProlongTM Gold Antifade mountant using a spacer. The following primary antibodies were used: rabbit anti-active Caspase 3 (1:250, AF835; R&D systems Inc., Minneapolis, MN, USA), rabbit anti JAG-1 (1:100, 2620S; Cell Signalling Technology, Danvers, MA, USA), mouse anti-Pancytokeratin (1:100, AB11213; Abcam, Cambridge, England), rabbit anti-Six2 (1:200, 11562-1-AP; Proteintech Group Inc., Rosemont, IL, USA), mouse anti-WT1 (1:100, 05-753; Merck Chemicals, Darmstadt, Germany), rabbit anti-NKCC2 (1:100, SPC-401D; StressMarq Biosciences, Cadboro Bay, BC, Canada), mouse anti E-Cadherin (1:200, 4A2C7 and 1:100, 180223; Thermo Fisher, Waltham, MA, USA), mouse anti-PCNA (1:400, PC-10, Dako, Glostrup, Denmark), LTL (1:400, FL-1321, Vector Laboratories, Burlingame, CA, USA), guinea pig anti-Nephrin (1:200, GP-N2, Progen Biotechnik GmbH, Heidelberg, Germany). All secondary antibodies from Thermo Fisher, Waltham, MA, USA. 

### 2.5. Imaging

Live imaging of cultured metanephroi from Six2.Cre;Tomato/EGFP mice was performed with a Zeiss Axio Observer after mounting the membrane inserts on a glass-bottomed dish containing 200 µL of cold PBS. Live images were taken as z-stacks with a plane distance of 10 µm. For measurements of fold growth, live images were taken on 4 consecutive days (d0 to d3) and kidney area was measured and normalized to d0 values of each individual kidney. For the glomerular counting, the z-stacked GFP Channels were orthogonally projected using Zen Blue, and analyzed with ImageJ. Stained cultures were imaged using a Zeiss Axio Observer inverted microscope or U2 LSM 510 META laser scanning microscope. 

### 2.6. ISH

Total mRNA from P1 mouse kidneys were used as a template for RT-PCR and subsequent cloning. The following primers were used:

Primer sequences for in situ hybridization.
**Brd2**Forward: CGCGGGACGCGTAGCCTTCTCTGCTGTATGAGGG Reverse: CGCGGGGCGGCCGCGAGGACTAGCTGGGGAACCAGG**Brd3**Forward: CGCGGGACGCGTCAGCCAGCAGACAGCTCA Reverse: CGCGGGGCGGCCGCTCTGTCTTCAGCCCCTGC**Brd4 (P0)**Forward: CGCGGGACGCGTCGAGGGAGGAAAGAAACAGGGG Reverse: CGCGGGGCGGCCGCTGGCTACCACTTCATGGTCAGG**Brd4 (whole mount)**Forward: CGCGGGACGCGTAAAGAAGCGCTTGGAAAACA Reverse: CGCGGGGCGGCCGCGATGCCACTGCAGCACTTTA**Cited1**Forward: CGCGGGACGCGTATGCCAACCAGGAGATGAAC Reverse: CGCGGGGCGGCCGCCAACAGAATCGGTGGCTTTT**Eya1**Forward: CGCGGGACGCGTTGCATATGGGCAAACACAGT Reverse: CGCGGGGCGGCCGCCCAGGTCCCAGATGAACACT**Lhx1**Forward: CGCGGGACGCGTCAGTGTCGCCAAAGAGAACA Reverse: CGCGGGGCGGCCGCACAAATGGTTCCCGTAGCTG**Osr1**Forward: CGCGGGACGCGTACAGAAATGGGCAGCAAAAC Reverse: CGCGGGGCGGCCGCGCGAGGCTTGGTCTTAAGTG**Pax8**Forward: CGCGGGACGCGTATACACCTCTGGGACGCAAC Reverse: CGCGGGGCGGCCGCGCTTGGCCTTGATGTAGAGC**Ret**Forward: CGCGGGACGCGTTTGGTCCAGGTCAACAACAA Reverse: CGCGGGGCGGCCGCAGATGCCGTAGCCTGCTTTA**Six2**Forward: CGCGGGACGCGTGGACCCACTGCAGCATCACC Reverse: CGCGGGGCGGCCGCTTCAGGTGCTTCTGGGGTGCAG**Wt1**Forward: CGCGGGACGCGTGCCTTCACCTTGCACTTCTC Reverse: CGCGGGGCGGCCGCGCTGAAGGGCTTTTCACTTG

PCR products were cloned into pBluescript II KS (-), linearized and transcribed with T3 and T7 RNA polymerases (Promega, Mannheim, Germany) to generate sense and antisense digoxigenin-labeled probes (digoxigenin RNA labeling mix; Roche Applied Science, Mannheim, Germany). Kidneys at postnatal day 0 were fixed overnight at 4 °C in 4% paraformaldehyde, embedded in paraffin, and sectioned at 10 μm. For mRNA detection, slides were treated with proteinase K, refixed with 4% paraformaldehyde, acetylated by using acetic anhydride (0.25% acetic anhydride in 0,1M triethanolamine (T-1377; Sigma, Schnelldorf, Germany) and hybridized at 68 °C in hybridization buffer (50% formamide, 5× SSC, yeast RNA (50 g/mL), 1% SDS, heparin (50 g/mL), 0.1% probe). Stringency washes were performed with wash I (50% formamide, 5× SSC (pH4,5), 1%SDS) and wash II (50% formamide, 2× SSC). For detection, slides were incubated with alkaline phosphatase-conjugated anti-digoxigenin antibody 1:3000 at 4 °C overnight followed by BM purple staining (Roche Applied Science, Mannheim, Germany). Digital photographs were captured on an Axioplan2 microscope (Zeiss, Oberkochen, Germany).

For whole mount in situ hybridization of kidney cultures, the tissue was fixed on Transwell filters in 4% PFA overnight. Subsequently, the kidney cultures were washed three times in PBT and then dehydrated in a descending methanol series. For hybridization, the fixed kidney cultures were rehydrated in an ascending methanol series, washed in PBT, bleached in 6% H2O2 in PBT for 1 h and treated with proteinase K for 7 min before the reaction was stopped with glycine. Subsequently, the tissue was refixed with 4% PFA containing 0.2% glutaraldehyde in PBT. Samples were prehybridized with hybridization buffer for 2 h at 68 °C before adding 5 µL per well of the AS-RNA probes and incubated for two days at 68 °C. Samples were washed 3 times each with Wash Buffer 1 and Wash Buffer 2 at 68 °C, MAB buffer and then treated with blocking solution for 90 min followed by incubation with the anti-digoxigenin antibody overnight at 4 °C. The samples were washed 15x with MAB buffer to remove non-bound antibody. Subsequently, the samples were washed repeatedly with alkaline phosphatase buffer (NTMT). BM Purple was added until clear color development was visible. The reaction was stopped simultaneously by transferring the samples in EDTA. Samples were then fixed using PFA and glutaraldehyde, washed again in PBT with EDTA, and stored briefly in this solution before imaging.

### 2.7. qPCR

mRNA was reverse transcribed to cDNA using the iScript™ cDNA synthase kit (Bio-Rad) according to the manufacturer’s instructions. qPCR was performed with Bio-Rad CFX Connect Real Time PCR Detection System in triplicate using SsoAdvanced Universal SYBR Green Supermix. The normalized ΔΔCT values were calculated in the CFX Manager program. The following Primers were used: mHprt forward 5’ GCT TTC CTT GGT CAA GCA GTA CAG 3’, mHprt reverse 5’ GAA GTG CTC ATT ATA GTC AAG GGC ATA TCC 3’ [8], Osr1 forward 5′CTGCCCAACCTGTATGGTTT, Osr1 reverse 5′ TGGCACTTTAGAAAAAGAGG [32].

### 2.8. RNA-Sequencing

BET gene expression (whole kidney): ENCODE datasets ENCSR504GEG, ENCSR537GNQ, ENCSR173PJN, ENCSR000CHA (GSE93459) were used to determine normalized read counts at E14.5, E16.5, P0 and 8w, respectively [33,34].

BET gene expression (E18.5 cap mesenchyme): Normalized read counts from wildtype control animals were used (GSE94089) [15].

Single cell sequencing data (human fetal kidney, 16 weeks) was extracted from Human fetal Kidney Atlas, Semrau lab (https://home.physics.leidenuniv.nl/~semrau/humanfetalkidneyatlas/, accessed on 4 October 2021) [35].

Kidney culture RNA-sequencing: Total RNA of kidneys grown for 24 h with DMSO or JQ1 100 nM treatment was isolated using the Qiagen RNeasy Micro Kit. RNA sequencing was performed by BGI, Hongkong and GATC, Konstanz, Germany. Quality control was carried out with FastQC (Barbraham Bioinformatics). Raw reads were trimmed using TrimGalore! (Barbraham Bioinformatics) and mapped with RNA Star to mm9 using Galaxy Freiburg. Read counts were extracted with htseq-count [36]; pair-wise differential gene expression was conducted with DESeq2 [37]. Gene set enrichment analysis was performed with Toppfun (https://toppgene.cchmc.org/, accessed on 4 October 2021). RNA-seq raw data have been deposited in NCBI’s Gene Expression Omnibus [38] and are accessible through the GEO Series accession number GSE188453 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE188453, accessed on 8 November 2021).

Osr1 FPKM values were extracted from GSE99101 (GSM2633453 and GSM2633457).

### 2.9. ChIP-Seq

Bed files were downloaded from GEO datasets: spermatids (GSE56526) [39], adipocytes (GSE59158), embryonic body (GSE76760) [40], mESC (GSE76760) [40], (GSE99101) [41]. Bed files were analyzed with ChIPseeker [42] and peaks were extracted. Annotated peaks were compared and visualized with UpsetR [43]. Gene set enrichment analysis was performed with Toppfun (https://toppgene.cchmc.org/, accessed on 10 May 2021). For visualization of peaks, GEO dataset GSE99101 (GSM2633459 and GSM2633463) were loaded into the UCSC Genome Browser. 

### 2.10. Statistics

For statistical analysis and visualization, GraphPad Prism 9 was used. For 2-way ANOVA, Dunnett’s multiple comparisons test (Figure 2B,E) or Šídák’s multiple comparisons test (Figure 3B) was used and adjusted *p*-values are given.

## 3. Results

### 3.1. BET Proteins Are Expressed in the Developing Kidney

BET proteins have been described as critical for embryonic development [44]. To understand their functions in the developing kidney, ENCODE transcriptome data of the kidney at several developmental stages and adult mice were analyzed for expression of Brd2, Brd3, Brd4 and Brdt. As expected, Brdt was not expressed in the kidney (Figure 1A). Expression of Brd3 and Brd4 in the kidney was high at the developmental stages embryonic day 14.5 (E14.5), E16.5 and postnatal day 0 (P0), but was downregulated at 8 weeks. Brd2 expression was highest at E14.5 and was still present at 8 weeks (Figure 1A). Gene expression data from the isolated nephron progenitor population at E18.5 showed expression of Brd2, Brd3 and Brd4 and low counts of Brdt (Figure 1B). In situ hybridization showed enrichment of Brd2, Brd3 and Brd4 at the nephrogenic zone at P0 (Figure 1C). These results are supported by single cell sequencing data from human fetal kidneys, showing the highest expression of BRD3 in a nephron progenitor cell (NPC) subset, the pretubular aggregates (PTA) and developing nephron structures, while the highest expression of BRD2 and BRD4 was in the s-shaped bodies, distal tubules/loop of Henle, ureteric bud/collecting duct cells, PTAs and NPCs (Supplementary Figure S1). Kidney cultures of E12.5 embryonic kidneys cultured for 24 h showed BET gene expression both under control (DMSO) and BET protein inhibitory conditions (JQ1) (Figure 1D). 

### 3.2. Inhibition of BET Proteins Impairs Metanephric Kidney Development

To understand the importance of BET proteins for the developing kidney, metanephric kidney cultures were treated with BET inhibitors. Treatment with JQ1 in increasing concentrations showed a dose-dependent effect on kidney morphology with Six2.Cre Tomato/EGFP dual fluorescent reporter mice over 3 days, leading to aggregation of EGFP-positive cells (NPCs and their offspring) at 100 nM JQ1 and halted development at 500 nM JQ1 (Figure 2A). Measurement of kidney size showed a significant reduction in fold growth after day 2 with 100 nM and 500 nM conditions (Figure 2B). Growth reduction was accompanied by decreased ureteric bud branching (Figure 2C). The phenotype was validated with different concentrations of BET inhibitors Bromosporine and iBet151, which led to similar morphological changes and reduced growth (Figure 2D–E, Supplementary Figure S2). Expression of proliferating cell nuclear antigen (PCNA) in kidney cultures at day 3 suggests continued proliferative capacity in cultures treated with 50 and 100 nM JQ1, while 500 nM halts proliferation at d3 (Supplementary Figure S3). Increased JQ1 concentration (100 nM) leads to apoptosis in stromal areas at d3 (Supplementary Figure S3).

### 3.3. BET Inhibition Leads to Depletion of Nephron Progenitor Cells

As BET proteins were enriched in the nephrogenic zone, the NPCs were stained with marker SIX2 and imaged over time in control or JQ1-inhibitory conditions. Under control conditions, every ureteric bud tip was surrounded by SIX2-positive cap mesenchyme (Figure 3A, upper panel). However, with 100 nM JQ1 treatment, SIX2-positive populations were decreased (Figure 3A, lower panel). This decrease was visible after 2 days in culture and was significant after 3 days in culture (Figure 3B). Loss of Six2-positive progenitor cells after 3 days was also detectable with other BET inhibitors (Supplementary Figure S4). Higher magnification of the cap mesenchyme showed aggregation of the NPCs and thinning of the cortical population under BET inhibition (Figure 3C). Aggregation of NPCs, visualized by Six2.Cre;Tomato/EGFP reporter mouse lines, was partly ectopic and PTAs were enlarged (Figure 3D). 

### 3.4. BET Inhibition Leads to Abnormal Nephron Differentiation

To visualize nephron formation upon BET inhibition, kidney cultures were stained with markers for early and mature nephron development. Upon inhibition with 100 nM JQ1, co-staining of WT1 and JAG1 showed enlargement of early nephron structures, while proximal (WT1) and distal (JAG1) compartmentalization was still maintained (Figure 4A). Proximal tubule marker Lotus Tetragonolobus Lectin (LTL) showed enlarged tubules, indicating disturbed development (Figure 4B). Loop of Henle marker NKCC2 showed thin structures expressing the marker with an increasingly elongated phenotype (Figure 4C). Distal tubule (and ureteric bud) marker E-Cadherin also showed enlarged structures (Figure 4D). Formation of mature podocytes and glomeruli was seen in Pod.Cre; Tomato/EGFP dual fluorescent reporter mice (Figure 4E). However, some of the glomeruli formed at ectopic locations and their morphology was changed with unusual elongations compared to control kidneys. This phenotype could be confirmed by stainings of podocyte marker Nephrin (Figure 4F). At day 5, the glomerular numbers measured per area were similar in control and BET inhibitory conditions (Figure 4G).

### 3.5. Loss of BET Protein Activity Leads to Downregulation of Osr1

The marked phenotype of BET inhibition is most likely due to changes in gene expression triggered by decreased BET protein function. 

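RNA from 8 cultures of E12.5 mouse kidneys was sequenced. Of these, 4 cultures were kept for 24 h in DMSO, the solvent, and 4 in 100 nM JQ1, a small molecule that displaces BET proteins from acetylated histones. Each DMSO culture has a JQ1 culture from the same litter, and the 4 pairs are called pair KC and pairs 1, 2 and 3 after their labels. The authors trimmed the reads, mapped them to the mouse genome build mm9 with RNA STAR and counted the reads on each gene with htseq-count. The deposited values are these read counts, without normalization, for 34552 gene symbols. The paper's text names 2 sequencing providers but not which library came from which, and it does not name the strand setting of the counting. The depth was very unequal. Pair KC had 25841911 counts in DMSO and 23094948 in JQ1, whereas the 6 libraries of pairs 1 to 3 had between 905473 and 936576, so that pair KC was on average 26.6 times as deep. The median was 924903 counts over the 4 DMSO libraries and 923404 over the 4 JQ1 libraries. A single count was worth 0.0387 CPM (counts scaled to a common library total) in the DMSO library of pair KC and between 1.07 and 1.10 CPM in pairs 1 to 3. The libraries also differed in which genes held the counts. Genes with exons under a gene of the opposite strand took 23.7% and 23.3% of the counts in the DMSO and JQ1 libraries of pair KC, and from 81.6% to 84.3% in the libraries of pairs 1 to 3. For a gene of this kind, the counts of pairs 1 to 3 cannot be assigned to one of the 2 strands. For the comparison of JQ1 with DMSO, genes with at least 10.8 CPM in 4 or more libraries and at least 15 counts in all were kept, which left 6869 genes. Their counts were scaled by the trimmed mean of M values (TMM), converted to log2(CPM + 1) and compared with limma, with the litter pair as a block and Benjamini-Hochberg adjustment. On this scale the change of a gene with few counts is understated. Each library has the same weight in this fit, which was chosen after the data were seen. Genes below the filter were read from the same fit without a filter, over 23313 genes.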

In order to analyze gene expression, transcriptome analysis was performed from paired cultures from the same litter with one kidney treated with DMSO and the other with JQ1 100 nM (*n* = 4 litters) for 24 h. 

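Of the 6869 genes tested, 452 had an adjusted p-value under 0.05 in JQ1 against DMSO, 230 of them higher and 222 lower in JQ1. Of these 452 genes, 444 changed in the same direction in all 4 pairs. By the GENCODE vM1 annotation of mm9, 160 of the higher and 164 of the lower genes were protein-coding, and 58 of the higher and 52 of the lower genes were lincRNAs or processed transcripts. The number of genes depended on the fit. With limma voom, which weights each value by its count, 2645 genes passed the same threshold, 1687 higher and 958 lower, and they included 432 of the 452. Without the litter pair as a block no gene passed, and 26 genes had an unadjusted p under 0.05. Without a filter on low counts no gene passed either, with 2371 of 23313 genes at an unadjusted p under 0.05. Leaving out 1 pair at a time gave 897 genes without pair KC, 204 without pair 1, 37 without pair 2 and 28 without pair 3. Exons under a gene of the opposite strand were present in 292 of the 452 genes (64.6%), against 44.9% of all genes tested. With the p-values of the same fit readjusted over the 3643 annotated genes without such exons, 92 genes passed. The scaling and the variance trend still came from all 6869 genes. Among the genes that passed the filter on low counts, with an adjusted p under 0.05, a mean of at least 50 counts per library and the same direction in all 4 pairs, the largest increase was that of Hist1h1c, a linker histone gene on chromosome 13 from 23830676 to 23832235 of mm9. Its log2 fold change was 2.42 (standard error 0.33, adjusted p = 0.00107, limma with Benjamini-Hochberg adjustment), with 481 counts in DMSO and 2482 in JQ1 in pair KC, and 2, 2 and 2 counts in DMSO and 14, 8 and 22 in JQ1 in pairs 1, 2 and 3. Habp4, Phtf2, Lats2 and H1f0 followed, with log2 fold changes of 1.81, 1.72, 1.57 and 1.52. Lats2 had a log2 fold change of only 0.28 in pair KC (1343 and 1346 counts), so that its place rests on 3 to 19 counts in pairs 1 to 3, and with limma voom it did not pass (log2 fold change 0.44, adjusted p = 0.0977). Among the genes that met these same limits, the largest decrease was that of Efs on chromosome 14 from 55535380 to 55545625, with a log2 fold change of -2.37 (standard error 0.36, adjusted p = 0.00243 from the same test). Actn3, Cerkl, Gm20412 and Ehd2 came next, with log2 fold changes of -2.23, -2.21, -2.21 and -2.12. Of Cerkl, 1124 bp of exon lie under Itga4 on the opposite strand, and Gm20412 was not matched to the annotation.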

Differential gene expression analysis showed changes in 426 genes: Upregulation of 198 (95 protein-coding) genes and downregulation of 228 (124 protein-coding) genes in the kidney culture treated with JQ1 (Figure 5A). 

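A list of 96 genes of kidney development, written by hand before the data were examined and not identical to a GO term, was compared with the other genes tested. Of its members, 64 passed the filter on low counts, and 41 of these 64 were higher in JQ1. Their median log2 fold change was 0.14, with an adjusted p of 0.0566 over 14 lists (camera with a preset correlation of 0.01 between genes, on the limma fit with the litter pair as a block). The adjusted p was 0.146 with fry and 0.535 with an estimated correlation. Over all genes tested, 12 members had an adjusted p under 0.05, 11 of them higher and 1 lower in JQ1. Adjusted over the list alone, 14 members passed. Lhx1, Pax2 and Hoxb7 had the smallest adjusted p-values, and the member that was lower was Gfra1, which was named after its value was seen, with a log2 fold change of -0.83 (standard error 0.21, adjusted p = 0.0311). Of Gfra1, 416 bp of exon lie under a gene of the opposite strand. With limma voom the median of the list rose to 0.34 and the adjusted p fell to 3.51e-04.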

Enrichment analysis showed upregulated GO Biological Processes such as “metanephros morphogenesis”, “metanephric renal vesicle morphogenesis” and “regulation of kidney development” (Figure 5B). 

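A second list, of 53 genes linked to renal hypoplasia and to congenital anomalies of the kidney and urinary tract, was likewise written by hand before the data were examined and does not hold the terms of the human phenotype ontology. Of its members, 33 were tested, and 21 of these were higher in JQ1. The median log2 fold change was 0.06, which was not past the threshold (adjusted p = 0.161, camera; 0.191 with fry and 0.614 with an estimated correlation). Single members did change. Over all genes, 8 members had an adjusted p under 0.05, 7 of them higher in JQ1, and 9 passed when adjusted over the list alone. Pax2 and Lhx1 were among the members with the smallest adjusted p-values. With limma voom the list was past the threshold, with a median of 0.35 and an adjusted p of 5.38e-04.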

Human phenotype ontology showed “renal hypoplasia” as upregulated (Figure 5C). 

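Of a list of 164 genes of the extracellular matrix, also written by hand before the data were examined, 68 were tested and 25 of these were higher in JQ1. The median log2 fold change was -0.22 (adjusted p = 0.00791, camera). The list was not past the threshold of 0.05 with fry (adjusted p = 0.0501), with an estimated correlation (0.296) or without pair KC (0.211, with a median of -0.28). In the fit without a filter it had a median of -0.33 over 163 members (adjusted p = 4.02e-05, camera). Over all genes tested, 15 members had an adjusted p under 0.05, 12 of them lower and 3 higher, and 21 passed when adjusted over the list alone. The smallest adjusted p was that of Col1a1, a collagen gene on chromosome 11 from 94797538 to 94814356 of mm9, with a log2 fold change of -1.10 (standard error 0.14, adjusted p = 7.32e-04, limma). It had 56273 counts in DMSO and 25461 in JQ1 in pair KC, and 100, 88 and 75 counts in DMSO and 58, 32 and 29 in JQ1 in pairs 1, 2 and 3, and 109 bp of its exons lie under a gene of the opposite strand. Col6a2 fell by 1.98 on the log2 scale (standard error 0.30, adjusted p = 0.00267) and Plod3 by 0.62 (standard error 0.10, adjusted p = 0.00403). In Plod3, 529 bp of exon lie under Znhit1 on the opposite strand.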

Downregulated GO Biological Processes were “extracellular matrix organisation” and similar terms (Figure 5D). 

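Osr1 lies on chromosome 12 from 9581248 to 9588305 of mm9 and encodes a zinc finger transcription factor. It had 1405 counts in DMSO and 238 in JQ1 in pair KC, and 8, 11 and 7 counts in DMSO and 0, 0 and 0 in JQ1 in pairs 1, 2 and 3, and was therefore below the filter on low counts. In the fit without a filter, its log2 fold change was -3.27 (standard error 0.46, adjusted p = 0.28 and unadjusted p = 0.00149, limma), and the decrease was present in all 4 pairs. The JQ1 libraries of pairs 1 to 3 held no count of Osr1, so that the size of the fall in these pairs rests on the pseudocount. In pair KC alone, TMM-scaled expression went from 24.5 to 5.1 CPM. Whether Osr1 passed the threshold depended on the fit. The adjusted p was 0.00221 with limma voom (log2 fold change -2.53) and 0.0153 over the 15946 genes with at least 1 count in 4 or more libraries (log2 fold change -3.29), a filter chosen after the data were seen. Over all alternatives it ranged from 1.76e-04 to 1. Cited1, on chromosome X from 99442720 to 99447520, had 568 counts in DMSO and 115 in JQ1 in pair KC, and 4, 1 and 3 counts in DMSO and 1, 0 and 1 in JQ1 in pairs 1, 2 and 3. It was lower in all 4 pairs as well, with a log2 fold change of -1.36 (standard error 0.32, adjusted p = 0.373, no filter), and passed the threshold with limma voom (adjusted p = 6.84e-04). Crym fell from 3188 to 740 counts in pair KC, but had 4 counts or fewer in every library of pairs 1 to 3, and its log2 fold change of -0.21 (standard error 0.90, no filter) was within the spread between pairs. Without pair KC, or without pair 3, its sign was reversed, whereas with limma voom it passed as lower (log2 fold change -1.76, adjusted p = 0.00153). Six2 and Eya1, both above the filter, had log2 fold changes of -0.08 (standard error 0.15, adjusted p = 0.785) and 0.17 (standard error 0.28, adjusted p = 0.758), each with 2 of the 4 pairs in that direction. Gdnf, Meis2 and Hoxd11 had log2 fold changes of -0.46, -0.32 and 0.15, with adjusted p-values between 0.302 and 0.567, and Meox2, below the filter, one of -0.41 (adjusted p = 0.812). The list of 23 nephron progenitor markers, of which 13 were tested, had a median of -0.08 (adjusted p = 0.538, camera). Its members went both ways, with Uncx (0.90) and Sall1 (0.57) past the threshold as higher and Spock2 (-0.91) as lower. In the fit without a filter all 23 markers had a median of -0.21, with 8 higher in JQ1 (adjusted p = 0.352, camera).

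**Figure D1:**
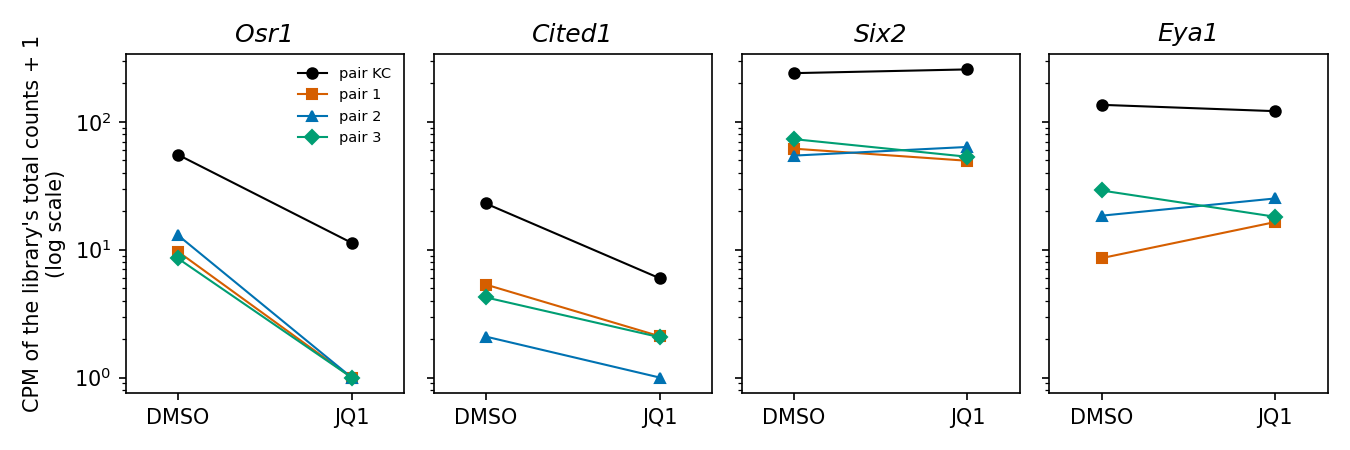
Expression of Osr1, Cited1, Six2 and Eya1 in the 8 libraries, as CPM of each library's total plus 1 on a log scale. Each line joins the DMSO and the JQ1 culture of a pair. Osr1 and Cited1 were lower in JQ1 in all 4 pairs, while the pairs of Six2 and Eya1 went both ways.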

Among the cap mesenchyme markers, gene expression of Osr1 was significantly downregulated, Cited1 showed a tendency towards downregulation, while other markers such as Crym, Gdnf, Six2 and Eya1 showed no regulation (Figure 5E). Markers of the developing nephron, such as Lhx1, Pax8, Hnf1b, Pax2 and Hoxb7, were significantly upregulated, while Dll1 and Jag1 showed a tendency towards upregulation (Figure 5E). 

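Lhx1, on chromosome 11 from 84331479 to 84338923 of mm9, had 662 counts in DMSO and 2642 in JQ1 in pair KC, and 51, 43 and 44 counts in DMSO and 93, 94 and 105 in JQ1 in pairs 1, 2 and 3. Its log2 fold change was 1.37 (standard error 0.20, adjusted p = 0.00201, limma with Benjamini-Hochberg adjustment). Pax8, on chromosome 2 from 24276071 to 24331119, rose by 1.18 on the log2 scale (standard error 0.24, adjusted p = 0.013), and 87 bp of its exons lie under Gm13415 on the opposite strand. The increase of Pax2, on chromosome 19 from 44830539 to 44912758, was 0.78 (standard error 0.12, adjusted p = 0.00222), and that of Hoxb7, on chromosome 11 from 96145571 to 96151650, 0.77 (standard error 0.12, adjusted p = 0.00277). All of these genes were higher in JQ1 in each of the 4 pairs. Hoxb6 (log2 fold change 0.76, adjusted p = 0.0194) and Ctnnb1 (0.45, adjusted p = 0.0377) also passed the threshold, and 240 bp of the exons of Ctnnb1 lie under Ulk4 on the opposite strand. For Lhx1, Hoxb7 and Hoxb6, the mean DMSO count of pairs 1 to 3 was 6.95%, 7.09% and 3.04% of that in pair KC. Among protein-coding genes with no opposite-strand exon and at least 1000 counts in KC DMSO, the 95th percentile was 1.56%. Whether the counts of these 3 genes in pairs 1 to 3 came from their own strand was therefore not settled. Jag1 was higher in 3 of 4 pairs, with a log2 fold change of 0.69 (standard error 0.29, adjusted p = 0.163). Dll1, below the filter on low counts, went from 203 to 1016 counts in pair KC but had no more than 17 counts in any library of pairs 1 to 3, and its log2 fold change without a filter was 0.96 (standard error 0.50, adjusted p = 0.591). In Dll1, 867 bp of exon lie under A930024N18Rik on the opposite strand. With limma voom the adjusted p was 2.59e-05 for Jag1 and 0.00191 for Dll1. Wt1 (0.37, adjusted p = 0.185), Wnt9b (0.14, adjusted p = 0.857, no filter) and Wnt4 (0.02, adjusted p = 0.976) did not pass, but all 3 passed as higher with limma voom (adjusted p = 0.00197, 0.0223 and 0.00663). Of 22 developing nephron markers in a list written before the data were examined, 10 were tested and 9 were higher in JQ1, with a median of 0.45 (adjusted p = 0.00975, camera; 0.0795 with fry and 0.366 with an estimated correlation). Without a filter all 22 had a median of 0.39, with 17 higher in JQ1 (adjusted p = 2.09e-04, camera). From the fall of Osr1 and the phenotype of Osr1 mutant embryos, the paper proposes that the loss of nephron progenitors under BET inhibition may be due to direct regulation of Osr1, and states that no direct link to Lhx1 and Pax8 has been found.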

Validation of the transcriptome data by whole mount in situ hybridization on kidney cultures cultivated for 24 h confirmed loss of Osr1 and Cited1 expression in the cap mesenchyme (Figure 5F) and increase in expression in Pax8 and Lhx1 (Figure 5G) with JQ1 100 nM. Cap mesenchyme markers Six2 and Eya1, cap mesenchyme and proximal nephron marker Wt1 and ureteric bud marker Ret showed no difference in gene expression at this stage (Figure 5F,G). 

### 3.6. BRD4 Regulates Osr1 Expression 

Of all BET proteins, BRD4 is the best characterized and has been previously studied multiple times using ChIP-sequencing. To narrow down possible targets of BRD4 in the kidney, published datasets of developing tissues from the GEO data repository were compared to determine commonly regulated genes. Out of four datasets of BRD4 ChIP-seq data from developing tissues (spermatogenesis, adipocyte differentiation, embryoid body and mouse embryonic stem cells), 2596 genes (>26% of genes) overlapped, thus highlighting genes potentially regulated by BRD4 during tissue development (Figure 6A). Out of these, 18 genes (4%) were differentially upregulated and 12 genes (3%) were downregulated in our transcriptome data (Figure 6A). 

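The transcriptome values of the genes named in Fig. 6A come from the same 8 libraries, whereas the ChIP-seq datasets were not analysed here. Among the genes named as higher, Polr2a had a log2 fold change of 0.84 (standard error 0.11, adjusted p = 8.46e-04, limma), Sall1 one of 0.57 (standard error 0.13, adjusted p = 0.0194), Son one of 0.43 (adjusted p = 0.0221) and Tsc2 one of 0.38 (adjusted p = 0.0249). All were higher in JQ1 in each of the 4 pairs. In Son, 103 bp of exon lie under Donson, and in Tsc2 578 bp lie under Pkd1, both on the opposite strand. Among the genes named as lower, Nrxn2 and Bsn passed the filter on low counts. Nrxn2 fell by 2.05 on the log2 scale (standard error 0.34, adjusted p = 0.00403) and Bsn by 1.29 (standard error 0.29, adjusted p = 0.0194). Exons of both lie under genes of the opposite strand, over 1005 bp in Nrxn2 and 1813 bp in Bsn. Eln, Ptgfr and Zmynd15 were below the filter. Without a filter their log2 fold changes were -2.52, -2.05 and -1.76, with adjusted p-values of 0.302, 0.433 and 0.43, and each was lower in all 4 pairs. In Zmynd15, 552 bp of exon lie under Cxcl16. It had 46 counts in DMSO and 29 in JQ1 in the deep pair KC.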

From these, Osr1 stood out as a crucial gene for intermediate mesoderm development and as a cap mesenchyme marker. Enrichment analysis of the overlapping genes from the BRD4 ChIP-seq datasets showed the GO Biological Processes involved most prominently in neuron generation. GO terms in connection with the gene Osr1 were involved in embryo development and tube morphology (Figure 6B). Visualization of the ChIP-seq peak data from preadipocyte differentiation at d0 and d7 showed a strong correlation of BRD4 occupation of the promoter and gene body of the Osr1 gene with Osr1 gene expression at both stages in differentiation (Figure 6C,D), indicating higher Osr1 activation in early undifferentiated cells and lower activation in differentiated cells possibly regulated by BRD4-binding. Downregulation of Osr1 gene expression upon BET inhibition after 24 h was prominent in the kidney, but could also be shown in developing lung tissue (Figure 6E), thus pointing to Osr1 as a target of BET proteins, potentially regulated in other tissues as well.

## 4. Discussion

The number of nephrons is already prenatally determined and shows a wide interindividual range. Numerous maternal, infantile and genetic factors have been identified that are associated with a low nephron number [3,45]. Additionally, the effect of environmental and epigenetic factors on nephron number has become a focus of research in recent years [15,16,17,18]. The present work focuses on the epigenetic regulatory proteins Brd2, Brd3, and Brd4, which are expressed in the embryonic kidney and have been shown to be critical for early embryonic development [44]. However, little is known about their implications for kidney development. Expression of Brd2, Brd3 and Brd4 was detected in the nephrogenic zone, and except for Brd2, expression of BET proteins is limited to the developing tissue and decreases in the adult tissue. Because previous publications have shown that murine knock-out models of the individual BET proteins are lethal in the early embryonic period [21,22,23], we combined a pharmacological approach with metanephric organ cultures for precisely controllable conditions and ease of manipulation. All tested BET inhibitors led to growth reduction and morphological alterations in nephron structures in the metanephric cultures. JQ1 and iBet151 are selective and potent inhibitors of all BET proteins with excellent selectivity over bromodomains of other protein families [26,46,47]. Bromosporine is a pan-inhibitor of bromodomains; however, inhibition of BET proteins has been explicitly demonstrated [48,49]. With all tested BET inhibitors, loss of SIX2-positive nephron progenitor population could be shown. The aggregation and morphological shift of nephron progenitor cells towards the side of the ureteric bud and the increased differentiation of nephron anlagen suggests that pharmacological inhibition of BET proteins disrupts the self-renewal capacity of nephron progenitor cells, therefore pushing the balance towards differentiation. Decreased nephron progenitor populations affect ureteric bud branching and thus growth, as an intricate interplay between both populations is necessary for continued ureteric bud branching [50]. In our model, with the selected BET inhibitor concentration and in the measured time frame, nephron number was not affected and the number of glomeruli per area was similar in the kidney cultures with 100 nM JQ1 inhibition compared to DMSO control condition, despite the loss of the nephron progenitor population. However, for ongoing nephrogenesis in mouse and human, loss of NPCs is detrimental and early loss of NPCs would inevitably lead to (severe) kidney hypoplasia. This shows a limitation of our model, as kidney growth and nephron development can only be monitored for several days in the kidney culture system. Furthermore, the different nephron compartments showed irregularities, such as increase in size (pretubular aggregate, comma/s-shaped bodies), dilation (proximal and distal tubules), and morphological alterations (glomeruli, loop of Henle), indicating further abnormalities in gene expression downstream of the cap mesenchyme. Changes in differential gene expression with BET inhibition were confirmed by RNA-seq analysis. The ontological classification of the differentially regulated genes in RNA-seq analysis shows a phenotypic correlation to a decreased number of nephrons in mice. Due to the demonstrated early loss of the nephron progenitor cell population with consecutive differentiation, a decreased number of nephrons can be expected under BET inhibition in vivo compared to the control group. Thus, it can be assumed that BET inhibition affects key genes involved in nephron formation, kidney growth and, ultimately, nephron number. 

Gene expression analyses by RNA-seq, qPCR and whole mount in situ hybridization showed decreased expression of Osr1 after 24 h in culture with JQ1 inhibition. In the developing kidney, Osr1 expression is restricted to the nephron progenitor population with self-renewal potential [51,52]. Osr1 has been reported to play a critical role in the SIX2-dependent maintenance of the nephron progenitor cell pool, where it opposes WNT-mediated differentiation. Osr1^c/-^;Six2^GCE/+^ conditional knockout mice showed early depletion of nephron progenitor cells with loss of the entire nephrogenic zone and severe renal hypoplasia [51]. Immunofluorescence stainings of kidney cultures at E11.5 of Osr1^c/-^;Six2^GCE/+^ embryos showed loss of CITED1 and formation of large JAG1-positive structures. Thus, BET inhibition copies the renal phenotype of Osr1^c/-^;Six2^GCE/+^ embryos, highlighting Osr1 as a possible direct target gene of BET proteins during renal development. BRD4 ChIP-seq data from four developing tissues and cell lines show the Osr1 gene as a common target and indicate a correlation of Brd4 binding of the Osr1 promoter region with gene expression. These results support the hypothesis that loss of nephron progenitor cells and increased formation of WT1/JAG1-positive renal vesicles seen under BET inhibition may be due to direct regulation of Osr1 by BET proteins. While BET inhibition might affect expression of other genes as well, thereby leading to increased expression of Lhx1 and Pax8 and influencing normal nephron development, no direct link has been discovered so far. 

While this study used murine embryonic kidney cultures in an in vitro model system, the effect of BET inhibitors on the mouse and human in vivo situation is still unclear and will have to be determined in future studies. However, increased knowledge about the (epigenetic) regulation of key transcription factors of the NPCs has the potential to facilitate NPC propagation, enhance kidney organoid differentiation and impact kidney regeneration attempts by enhancing the number of NPCs and nephrons. Up to now, BET inhibitors have not been flagged as potential teratogenic agents. On the contrary, BET inhibition has even been suggested in experimental models of preeclampsia [53] or intrauterine inflammation [54]. In light of the present results, the use of BET inhibitors during fetal development should be evaluated very carefully.

## 5. Summary

The data presented in this paper show a possible direct link between epigenetic regulation of gene expression, loss of NPCs and irregular nephron formation. Early loss of NPCs leads to a low nephron number and kidney hypoplasia, and poses a major risk for chronic kidney disease later in life. More work is needed to determine possible in vivo implications for BET protein regulation in the kidney and its effect on nephron formation. Our data suggest Osr1 as a potential direct target gene of BET proteins and highlights the importance of gene regulation via BET proteins for kidney development and prenatal programming of nephron number. 

## Figures and Tables

**Figure 1:**
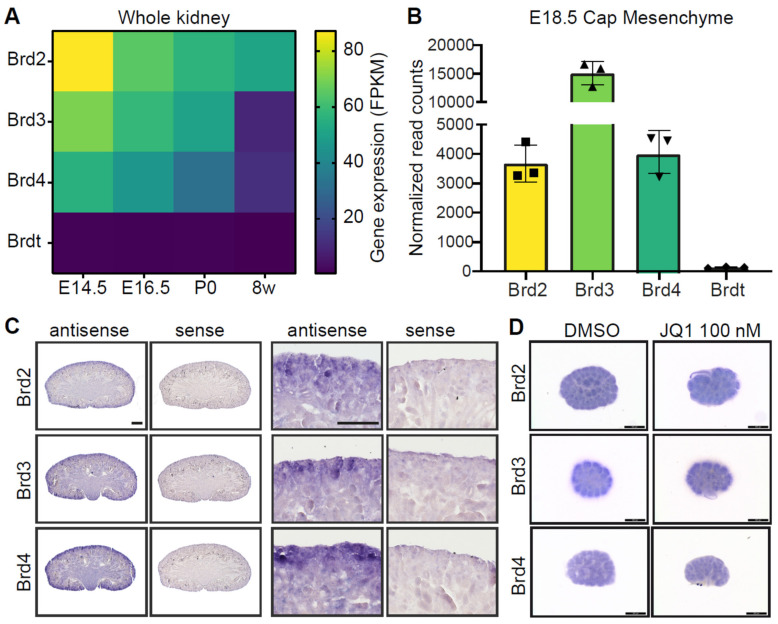
BET proteins are expressed in the developing kidney. (**A**) Heatmap of BET expression in the kidney (Encode datasets). Gene expression decreases with age. Brdt is not expressed in the kidney. FPKM, Fragments Per Kilobase of transcript per Million mapped reads. (**B**) BET proteins Brd2 (■), Brd3 (▲) and Brd4 (▼) are expressed in the cap mesenchyme at E18.5, while Brdt (♦) is not expressed. (**C**) In situ hybridization of Brd2, Brd3 and Brd4 in the P0 kidney shows gene expression in the nephrogenic zone and developing nephrons. Scale bars, 500 µm. (**D**) In situ hybridization of Brd2, Brd3 and Brd4 in E12.5 kidney cultures after 24 h in culture with DMSO or JQ1 (100 nM) treatment shows BET expression in the nephrogenic zone. Scale bar, 500 µm.

**Figure 2:**
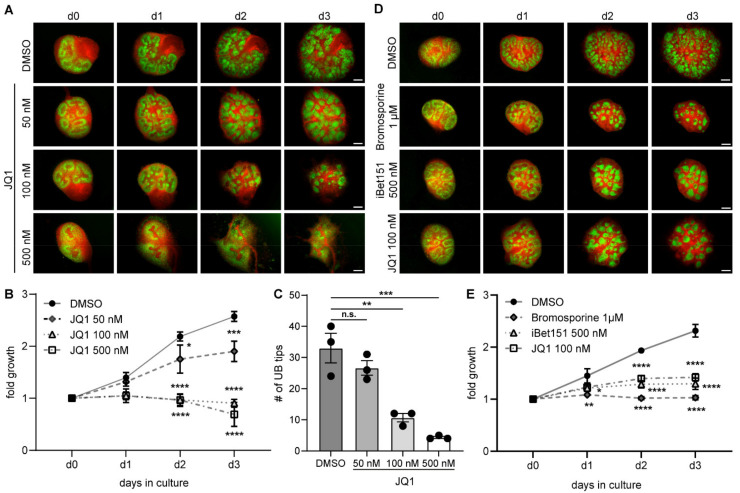
Inhibition of BET proteins impairs metanephric kidney development. (**A**) Increasing doses of BET inhibitor JQ1 (50 nM, 100 nM and 500 nM) lead to increasing changes in kidney development. Scale bars, 200 µm. (**B**) Fold growth of kidney cultures under JQ1 inhibition normalized to the individual kidney area on day 0. Two-way ANOVA multiple comparisons. * *p* < 0.05. *** *p* < 0.001. **** *p* < 0.0001. *n* = 4. (**C**) Decrease in number of ureteric bud tips at day 3 shows correlation with JQ1 concentration. One-way ANOVA multiple comparisons. n.s., not significant. ** *p* < 0.01. *** *p* < 0.001. UB, ureteric bud. *n* = 3. (**D**) Bromodomain inhibitors iBet151 (500 nM) and Bromosporine (1 µM) exhibit comparable effects to JQ1 (100 nM) on renal growth and differentiation. Scale bar, 200 µm. (**E**) Fold growth of kidney cultures under Bromosporine, iBet151 and JQ1 inhibition normalized to the individual kidney area on day 0. Two-way ANOVA multiple comparisons. * *p* < 0.05. ** *p* < 0.01. **** *p* < 0.0001. *n* = 2–3.

**Figure 3:**
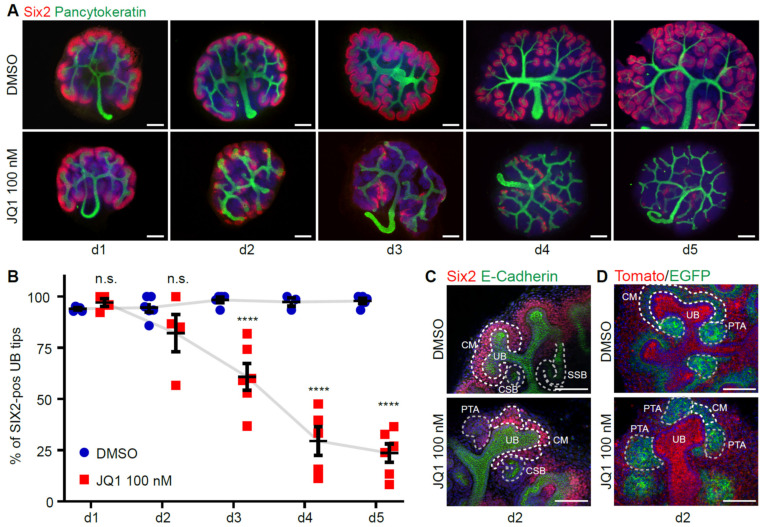
BET inhibition leads to depletion of nephron progenitor cells. (**A**) Whole mount immunofluorescence staining of SIX2 and Pancytokeratin from d1 until d5 in culture under DMSO or 100 nM JQ1 conditions. Scale bar, 200 µm. (**B**) Quantification of the ureteric bud tips surrounded by Six2-positive cap mesenchyme over time (*n* = 4–6). Two-way ANOVA multiple comparisons. n.s., not significant. **** *p*-value < 0.0001. (**C**) Morphological changes in the cap mesenchyme structure at day 2 in whole mount staining of Six2 and E-Cadherin. Scale bar, 50 µm. CM, cap mesenchyme. UB, ureteric bud. PTA, pretubular aggregate. CSB, comma-shaped body. SSB, s-shaped body. (**D**) Morphological changes in the cap mesenchyme structure at day 2 in Six2.Cre;Tomato/EGFP reporter mice. Scale bar, 50 µm.

**Figure 4:**
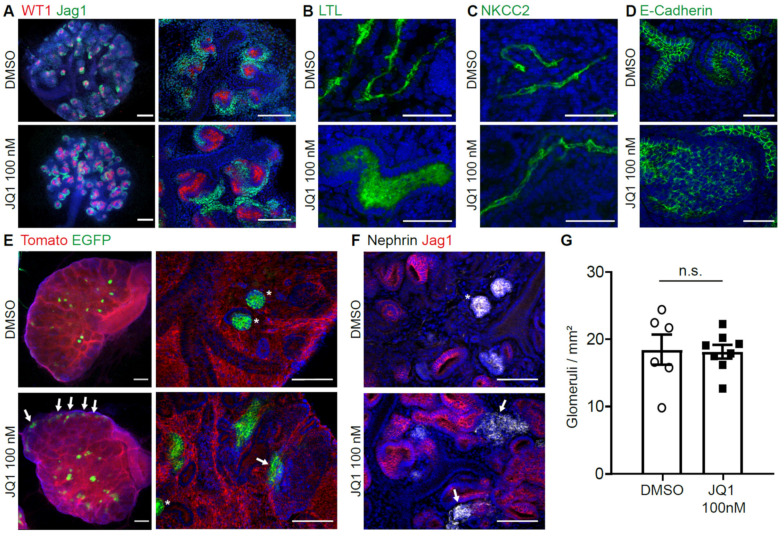
BET inhibition leads to abnormal nephron differentiation. (**A**) Whole mount immunofluorescence staining shows developing nephrons with increased size of both proximal (WT1) and distal (JAG1) part at d3 of culture. Scale bar left panel, 200 µm. Scale bar right panel, 100 µm. (**B**) Whole mount immunofluorescence staining shows dilated proximal tubules (LTL) at d5. Scale bar, 50 µm. (**C**) Thick ascending limb of loop of Henle (NKCC2) shows elongation under JQ1 inhibition at day 6. Scale bar, 50 µm. (**D**) Distal tubules (E-Cadherin) are dilated under JQ1 inhibition at day 5. Scale bar, 50 µm. (**E**) Pod.Cre;Tomato/EGFP reporter mice show development of glomeruli in kidney cultures, with ectopic signal at the capsule and deformed glomeruli under JQ1 inhibition at day 7. Asterisks, healthy glomeruli. Arrows, ectopic or deformed glomeruli. Scale bar left panel, 200 µm. Scale bar right panel, 100 µm. (**F**) Staining of podocyte marker Nephrin also shows deformed glomeruli under JQ1 inhibition at day 5 (*n* = 6–8). Asterisks, healthy glomeruli. Arrows, ectopic or deformed glomeruli. Scale bar, 100 µm. (**G**) Number of glomeruli per square mm at day 5. Unpaired *t*-test. n.s., not significant.

**Figure 5:**
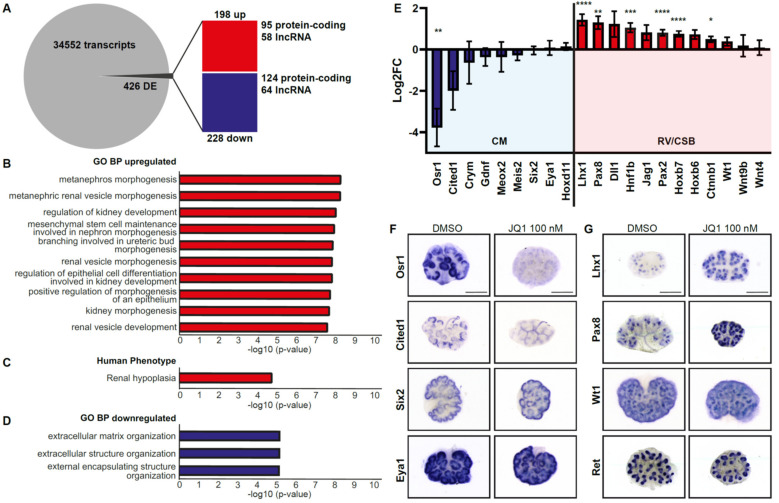
Loss of BET protein activity leads to downregulation of Osr1. (**A**) RNA-seq analysis of JQ1-treated kidney cultures shows changes in gene expression after 24 h compared to DMSO control condition (*n* = 4). DE, Differentially expressed. (**B**) Upregulated GO Biological Processes reveal prominent changes in metanephric development and renal vesicle development. (**C**) Upregulated human phenotype. (**D**) Downregulated GO Biological Processes reveal changes in extracellular matrix composition. (**E**) Key markers of the cap mesenchyme (CM), such as Osr1, are downregulated, while markers of the developing nephron (renal vesicle (RV) and comma-shaped body (CSB)) show upregulation (Lhx1, Pax8, Hnf1b, Pax2, Hoxb7). * *p* < 0.05. ** *p* < 0.01. *** *p* < 0.001. **** *p* < 0.0001. (**F**) Whole mount in situ hybridization of nephron progenitor cell-specific transcription factors confirm downregulation of Osr1 and Cited1, while Six2 and Eya1 are still expressed. Scale bar, 500 µm. (**G**) Whole mount in situ hybridization of transcription factors Lhx1 and Pax8 are upregulated, while Wt1 and Ret show no changes in expression (*n* = 3). Scale bar, 500 µm.

**Figure 6:**
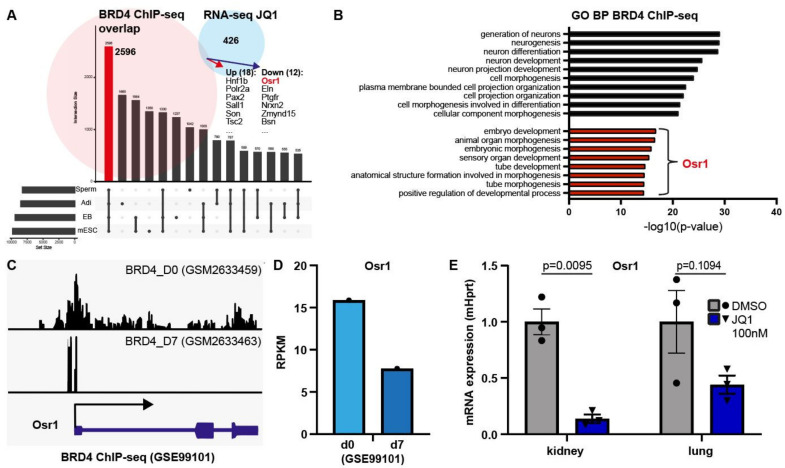
BRD4 regulates Osr1 expression. (**A**) BRD4 ChIP-seq datasets from 4 tissues during development show overlap in 2596 genes, 30 of which are also differentially regulated in the +/− JQ1-treated kidney cultures, among them Osr1 (red). Adi, Adipocytes. EB, Embryoid Body. mESC, mouse Embryonic Stem Cells. (**B**) Overlapping genes from BRD4 ChIP-seq data show overrepresentation of GO Biological Processes “generation of neurons” and “neurogenesis”(black bars), but also Osr1-regulated processes such as “embryo development” and “tube development” (red bars). (**C**) BRD4 ChIP-seq data showing high BRD4-binding at the Osr1 promotor and gene body before preadipocyte differentiation at d0 and low levels after differentiation at d7 (GSE99101). (**D**) Corresponding gene expression level of Osr1 at d0 and d7 shows correlation of gene expression with BRD4 occupancy. (**E**) qPCR of Osr1 gene expression in kidney and lung culture tissue with and without JQ1 inhibition after 24 h shows downregulation of Osr1 gene expression in both tissues after JQ1 treatment (*n* = 3). Normalized to mHprt. Unpaired *t*-test.

## Data Availability

RNA-seq raw data have been deposited in NCBI’s Gene Expression Omnibus [43] and are accessible through GEO Series accession number GSE188453 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE188453, accessed on 8 November 2021).

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/biomedicines9121878/s1, Figure S1. Single cell gene expression data from human fetal kidneys. Figure S2. Validation of BET inhibitors on nephrogenesis and kidney culture growth. Figure S3. Proliferation and apoptosis in the developing kidney are affected by JQ1 inhibition. Figure S4. Validation of BET inhibitors on loss of nephron progenitor cells.

How the deposited data were processed for this re-analysis (not part of the article)

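The transcriptome data come from 8 cultures of E12.5 mouse kidneys, 4 in DMSO and 4 in 100 nM JQ1 for 24 h, in 4 litter pairs. The authors checked the reads with FastQC, trimmed them with TrimGalore, mapped them to mm9 with RNA STAR and deposited the read counts per gene from htseq-count, as raw whole-number counts without normalization. The paper's text does not name the versions, the annotation or the strand setting. The deposited table has 34552 gene symbols in semicolon-separated columns. No gene was left out of the library totals. In 14 rows a spreadsheet had turned the symbol into a date. Each column was assigned to its culture by the name given in the sample labels.

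The values are counts, and a quasi-likelihood count test with edgeR, with DESeq2 as an alternative, was planned before the data were examined, but these tests were not run. The unit of the table could not be recorded as counts, because the software that checks units cannot separate columns at semicolons, and count tests from these packages are refused for a table recorded under another unit. The authors themselves tested the counts with DESeq2. The comparison was therefore made on log2(CPM + pseudocount) values with limma 3.58.1 in R 4.3.3. This fit and its pseudocount of 1 were chosen after limma voom, which had been listed beforehand, and a quasi-Poisson and a negative binomial model had been run on the data, and the number of genes it calls lies closer to the number the paper states than those of voom and the quasi-Poisson model do.

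Genes with at least 10.8 CPM (10 counts at the median library total) in at least 4 libraries and at least 15 counts in all were tested. Library totals over these genes were scaled by TMM, computed by the published formula. The linear model held the litter pair as a block and the condition, the variance was moderated with a trend over mean expression, and p-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. CPM values are given after TMM scaling unless stated otherwise. Genes under the filter are reported from the same fit on all 23313 genes with at least 1 count in any library, and the text says so. The genes named were fixed before the data were examined as every gene the paper names for its transcriptome data, the 5 largest increases and the 5 largest decreases among genes with an adjusted p under 0.05, the same direction in all 4 pairs and a mean of at least 50 counts per library, and of each gene list the 3 members with the smallest adjusted p. Some of these genes are not reported here.

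The cultures of a pair share a litter by the paper's description. As a check, the deviations of the libraries from their group means were correlated across 6869 genes within each pair. The correlations were 0.987 in pair KC and 0.848, 0.864 and 0.830 in pairs 1, 2 and 3, which mostly reflects the difference between pair KC and the others. Within pairs 1 to 3 alone they were 0.078, 0.016 and 0.033. Libraries with different pair numbers gave values from -0.062 to 0.039, a range that includes those of pairs 2 and 3. The check therefore does not show the pairing of pairs 2 and 3. Libraries of the same condition in pairs 1 to 3 differed by more than sampling noise, with a chi-square per degree of freedom from 1.65 to 3.02, so that no library was a copy of another.

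Gene lists were written by hand before the data were examined and are not GO or phenotype terms. They cover kidney development, renal hypoplasia and CAKUT, extracellular matrix, markers of nephron progenitors, developing nephrons, ureteric bud, stroma, endothelium, macrophages and erythroid cells, genes expected to rise or fall with BET inhibition, immediate early genes, apoptosis and p53 response, and proliferation. They were tested with camera at a preset correlation of 0.01, adjusted over 14 lists, since fewer than 3 macrophage markers passed the filter. Sex was checked with Xist and Y-linked genes.

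Positions, biotypes, exon lengths and GC content come from GENCODE vM1 on NCBIM37, which is mm9. Of 34552 symbols 33212 were found in it, 32874 of them once and 338 more than once, and the latter were given no position. For each gene, the exonic bases that lie under exons of a gene on the opposite strand were counted. Correlations and bootstrap intervals over genes were computed with scipy 1.17.1 in Python 3.11.15.

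The fits were tested on simulated counts drawn from the means and totals of the libraries, with 200 genes changed by known factors, of which 188 were among the 6934 genes that passed the filter. Each changed gene had the same factor in every pair, and all genes had the same dispersion. How the fits behave where the response differs between pair KC and the other pairs was therefore not tested. The limma fit with the block called 161 of the 188 changed genes (85.6%), all in the right direction, and 2 unchanged genes. Limma voom with the block called 176 and 4, and the negative binomial model with the block 181 and 5. Without the block, limma and limma voom called 0 changed genes, since the difference in depth and composition between the pairs then counts as error.

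Depth limits the data. At 905473 to 936576 counts per library in pairs 1 to 3, 1 count is 1.07 to 1.10 CPM, so that a gene listed at 0 there can have up to 3 counts' worth of expression. Counting error only is covered by this limit. The alternatives set beforehand were another scaling (RLE, upper quartile or totals only), other filters, other thresholds, limma voom, no block and leaving out each pair. Other pseudocounts, a filter of at least 1 count in 4 or more libraries, and quasi-Poisson and negative binomial models with a moderated variance were added after the data were seen. So were a block of pair KC against the other pairs, limma voom with no block and a correction for GC content and length. The p-values of the main fit were also readjusted over annotated genes with no opposite-strand exon, without a new fit, likewise after the data were seen. Fisher's exact test (two-sided) on the share of list members among the differentially expressed genes was added then as well.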

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

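Of the tests of explanations in this part, those on the levels in pairs 1 to 3 were chosen after the result was seen, and those on changes were written down before their results were seen, except where stated.

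Pair KC lay apart from the other 3 pairs in both conditions, by Dixon's criterion for 4 values. Its totals of 25841911 counts in DMSO and 23094948 in JQ1 stood against 905473 to 936576 in pairs 1 to 3. Genes with exons under a gene of the opposite strand held 23.7% of its counts in DMSO and 23.3% in JQ1, against 81.6% to 84.3% in the other pairs. Of the 6869 genes tested, 3905 (56.8%) had a CPM in the DMSO library of pair KC that lay apart from those of the other 3 DMSO libraries, and 3665 (53.4%) in JQ1. Chance gives about 1 gene in 20 with any of the 4 libraries apart, and fewer with pair KC as that library. Shallower sequencing alone would leave each gene its share of the library. The tables argue against it, since genes with at least 100 bp of opposite-strand exon took at least 75.4% of the counts in pairs 1 to 3 and at most 18.2% in pair KC. Another mix of cells in the 3 litters would keep the ribosomal protein genes, which every cell uses, near their level. The test took 73 protein-coding genes by symbol (Rpl or Rps and a digit), without opposite-strand exons and with a count in these libraries. They had a median of 23.1 CPM in the DMSO libraries of pairs 1 to 3 and 36.1 CPM in pair KC. The median ratio was 35.2%, but only 50 of the 73 were lower. Such a choice by symbol, with no lower limit on expression, can also take in genes that do not encode ribosomal proteins. Another mix of cells is therefore neither excluded nor favoured by this test. A candidate explanation is that the reads of pairs 1 to 3 were counted on the strand opposite to their gene. Across 3886 genes with at least 100 bp of opposite-strand exon, the DMSO level of pairs 1 to 3 had a Spearman correlation of 0.71 with the pair KC count of the gene on the opposite strand, times the share of its exons that overlap, and of 0.42 with the pair KC count of the gene itself. The difference was 0.286 (bootstrap 95% interval 0.261 to 0.310), across genes, which are not independent replicates. Mest and Copg2 on chromosome 6 overlap on opposite strands. Mest had 42883 counts in KC DMSO but 139, 152 and 188 in the DMSO libraries of pairs 1, 2 and 3, while Copg2 had 12910 and then 14539, 14389 and 15453. These examples, like Xist with 1253 counts against 29, 32 and 42, and Tsix with 88 against 400, 309 and 289, were chosen after their values were seen. Sequencing provider, library kit and strand setting stay open, as the paper's text does not assign them to libraries.

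The changes pointed the same way. Across 1696 genes with opposite-strand exons and enough counts, the mean log2 fold change of pairs 1 to 3 had a Spearman correlation of 0.58 with the pair KC change of the gene on the opposite strand and of 0.39 with that of the gene itself. The difference of 0.186 (bootstrap 95% interval 0.146 to 0.227) is consistent with counts in pairs 1 to 3 that belong to the gene on the opposite strand. Within pair KC, however, the changes of the 2 genes had a correlation of 0.607 with each other, which limits what this test can tell apart. Among the 759 genes with at least as many counts in pair KC as the gene on the opposite strand, a test chosen after the result was seen, the correlations were 0.505 and 0.312 and the difference was 0.193 (bootstrap 95% interval 0.129 to 0.252). Across 2763 genes with no opposite-strand exon, the change in pairs 1 to 3 had a correlation of 0.371 with the gene's own change in pair KC (permutation p = 0.001, the smallest that 1000 permutations can give). A candidate explanation is that a small share of reads on the gene's own strand carries the same change. On the 18182 protein-coding genes of this kind, the DMSO libraries of pairs 1 to 3 had 0.671% of the counts of pair KC, whereas their totals over all genes were 3.57% of it. Osr1 had 0.617% and Six2 0.927%, while Lhx1 had 6.95%, Hoxb7 7.09% and Hoxb6 3.04%. The last 3 were above 1.56%, the 95th percentile of the 4762 such genes with at least 1000 counts in KC DMSO. GENCODE vM1 nevertheless lists no exon on the opposite strand of these genes.

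Among the log2 fold changes of the 4 pairs of 75 named genes, 4 genes had a pair that lay apart, where chance gives about 3.8. They were Wnt9b with -0.70 in pair 2, Ptgfr with -4.05 in pair 1, Gm20412 with -2.98 in pair 3 and Brdt with -0.066 in pair KC, the only pair with counts of Brdt. No explanation was tested for them.

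Signals outside the genes the paper discusses were the log2 fold changes of 2.42 for Hist1h1c and -2.37 for Efs, and the list of apoptosis and p53 response genes. Of this list 8 of 15 genes were tested, 7 of them lower in JQ1, with a median of -0.81 (adjusted p = 0.00975, camera), 0.0501 with fry and 0.315 with an estimated correlation. Without a filter the list had a median of -0.78 over 15 genes (adjusted p = 5.27e-04, camera). With 1 pair left out, the median of the list ranged from -0.94 to -0.50. Its member Zmat3 had a log2 fold change of -1.37 (adjusted p = 0.0194, limma) and was lower in all 4 pairs. Hist1h1c was in the list of genes expected to rise with BET inhibition, which had a median of 0.63 over 5 tested genes (adjusted p = 0.0274, camera), 0.0501 with fry and 0.315 with an estimated correlation, but Zmynd8 of the same list had a log2 fold change of -1.20 (adjusted p = 0.0127). Without a filter this list had a median of 0.81 over 12 genes (adjusted p = 1.45e-04, camera). With 1 pair left out, its median ranged from 0.30 to 0.72. No technical explanation was tested for these genes, and exposure to JQ1 is among the open ones.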

How the results depend on the processing

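The alternatives added after the data were seen are the pseudocounts, the filter of at least 1 count in 4 or more libraries, the quasi-Poisson and negative binomial models, limma voom with no replicate block, the block of pair KC against the other pairs, the correction for GC content and length, the p-values readjusted over genes with no opposite-strand exon and Fisher's exact test on the lists. The edgeR fit planned as the main one and both DESeq2 fits were not run.

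The number of differentially expressed genes was 452 (230 higher and 222 lower in JQ1). Without the replicate block it was 0 (0 higher and 0 lower), with 26 genes at an unadjusted p under 0.05, and with limma voom without the replicate block it was 0 as well (92 genes at an unadjusted p under 0.05). On simulated counts the fits without the block called 0 of 188 changed genes as well. With no low-count filter it was 0 of 23313 genes (2371 at an unadjusted p under 0.05), and with at least 1 count in 4 or more libraries 169 (93 higher and 76 lower). Limma voom with the replicate block gave 2645 (1687 higher and 958 lower) and the quasi-Poisson model 3997 (2488 higher and 1509 lower). Their cause was not tested. The negative binomial model gave 553, of which 362 were among the 452. An adjusted p under 0.01 left 141 (69 higher and 72 lower), one under 0.1 gave 806 (414 higher and 392 lower), an absolute log2 fold change of at least 1 left 149 (49 higher and 100 lower), and an unadjusted p under 0.05 gave 1639 (877 higher and 762 lower). With the p-values of the main fit readjusted over the 3643 genes with no opposite-strand exon, 92 genes passed (55 higher and 37 lower). Leaving out 1 pair gave from 28 to 897 genes, from 15 to 398 higher and from 13 to 499 lower, the most without pair KC and the fewest without pair 3. RLE factors gave 460 genes, upper quartile factors 443, total counts only 478, at least 10 counts in every library 461, pseudocounts of 0.25 and 4 gave 422 and 545, and pair KC against the other pairs as the block 414. The share of higher genes was 50.9%, but 39.75% with total counts only (190 higher and 288 lower) and 63.8% with limma voom.

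The kidney development list had medians from 0.0321 to 0.12 across the fits that each left out 1 pair. Its adjusted p of 0.0566 was under 0.05 without the replicate block (0.0274, median 0.14), with limma voom (median 0.34), with no filter (0.0205, median 0.0842), with pair KC against the other pairs as the block (0.0482) and with the correction for GC content and length (0.0452, median 0.10), and in the fit without pair 1. The renal hypoplasia and CAKUT list passed only with limma voom (median 0.35, adjusted p = 5.38e-04), and its medians ranged from 0.00187 to 0.0898 with 1 pair left out. The extracellular matrix list did not pass with limma voom without the replicate block (median -0.0836, adjusted p = 0.0771), nor with fry or an estimated correlation (median -0.22, adjusted p = 0.0501 and 0.296), nor without pair KC. By Fisher's exact test, added after the data were seen, the members of the 3 lists were frequent among the higher (kidney development and CAKUT) and lower genes (matrix, adjusted p = 1.99e-05). The medians of the matrix list were from -0.28 to -0.22 with 1 pair left out.

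The following values had the opposite sign. With limma voom the log2 fold change was 0.12 for Gdnf, 0.29 for Meis2, 0.17 for Six2, -0.0327 for Eya1, 0.0271 for Brd3 and 0.14 for Hprt, and the medians of the stromal and erythroid lists were 0.21 and 0.20. The quasi-Poisson model gave 0.19 for Gdnf, 0.37 for Meis2, 0.21 for Six2, -0.0455 for Eya1, 0.0428 for Brd3 and 0.18 for Hprt, and under it Meis2 (adjusted p = 3.90e-04) and Six2 (adjusted p = 0.00187) passed as higher, while Meis2 passed as lower without pair KC (adjusted p = 0.0267). Crym passed as lower with the quasi-Poisson model as well (log2 fold change -1.80, adjusted p = 4.23e-04). Hprt was 0.14 with the negative binomial model and 0.15 with the same model over genes with at least 1 count in 4 or more libraries. With limma voom without the replicate block, Gdnf was 0.0307, Wnt4 -0.0256, Col6a2 0.0119, the nephron progenitor list 0.0122, the immediate early list 0.0688 and the list expected to fall with BET inhibition 0.16. Wnt4 was -0.00197 with RLE factors, -0.0106 with upper quartile factors and -0.0181 with total counts only. Six2 was 0.00313 with the correction for GC content and length. The immediate early list was 0.0556 with no filter and 0.0719 with at least 1 count in 4 or more libraries, and the ureteric bud list -0.23 with at least 10 counts in every library. With 1 pair left out, Crym ranged from -1.24 to 0.29, Meox2 from -0.82 to 0.36, Six2 from -0.21 to 0.0322, Eya1 from -0.13 to 0.44, Wnt4 from -0.20 to 0.30, Hprt from -0.93 to 0.40 and the immediate early list from -0.12 to 0.0888. The cause was not tested.

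Of the 1148 values of single genes and other lists under an alternative, 881 kept their direction and their side of the threshold, 174 kept the direction but no longer passed, 55 newly passed and 38 changed sign. Most losses came without the block (29), without a filter (29), with limma voom without the block (30) and without pair 2 (23) or pair 3 (24). Osr1 was lower under all alternatives, with log2 fold changes from -4.74 with a pseudocount of 0.25 to -1.90 with one of 4, since its JQ1 libraries in pairs 1 to 3 held no count.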

Differences from the paper's values

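The paper states 95 protein-coding genes higher in JQ1, against 160 here. Among the alternatives set before the data were examined, upper quartile factors gave 122 and total counts only 125, which are within 1.5 times of the paper's number, and the other alternatives were not: RLE factors gave 147, at least 10 counts in every library 166, limma voom 1524, no replicate block and no low-count filter 0 each, an adjusted p under 0.01 gave 40, one under 0.1 gave 316, an absolute log2 fold change of at least 1 gave 37, an unadjusted p under 0.05 gave 714, and leaving out 1 pair gave 281, 57, 10 and 7. Of the alternatives added after the data were seen, the fit over genes with at least 1 count in 4 or more libraries gave 58, pseudocounts of 0.25 and 4 gave 146 and 196, the block of pair KC against the other pairs 141, the negative binomial model 199, the quasi-Poisson model 2262, limma voom without the replicate block 0, the correction for GC content and length 168, and the p-values readjusted over genes with no opposite-strand exon 48. For protein-coding genes lower in JQ1, the paper states 124, against 164 here. Upper quartile factors gave 185 of these and total counts only 209, so both scalings moved this number away from the paper's.

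The paper's total of 426 genes lies beside 452 here, and several of the settings that were run come near it: RLE factors with 460, upper quartile factors with 443, total counts only with 478, and, chosen after seeing the values, a pseudocount of 0.25 with 422 and the block of pair KC against the other pairs with 414. The fit with 452 was itself chosen after seeing the data.

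The paper reports Osr1 as significantly lower. Here its adjusted p was 0.28 without a filter. No gene passed in that fit, where Pax2, Hoxb7 and Pax8 also had an adjusted p of 0.28. That fit therefore cannot decide whether Osr1 differs from the paper. The size of the fall of Osr1 is not compared, since it rests on the pseudocount. It passed the threshold with limma voom (adjusted p = 0.00221) and, in settings chosen after seeing the values, over genes with at least 1 count in 4 or more libraries (0.0153), with the negative binomial model (0.00868, and 0.00382 over genes with at least 1 count in 4 or more libraries) and with the quasi-Poisson model (1.76e-04).

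Eln, Ptgfr and Zmynd15 are named as lower in Fig. 6A and had adjusted p-values of 0.302, 0.433 and 0.43 without a filter. No gene passed in that fit, so it cannot decide whether these genes differ from the paper. Eln and Ptgfr passed with limma voom (1.51e-04 and 0.0107) and, in settings chosen after seeing the values, with the negative binomial model (0.00186 and 0.00882, and 0.00225 and 0.00773 over genes with at least 1 count in 4 or more libraries) and the quasi-Poisson model (2.29e-05 and 0.0011), and Eln also with limma over genes with at least 1 count in 4 or more libraries (0.0381). Zmynd15 passed in none. Hoxb6 carries no mark of significance in Fig. 5E and had an adjusted p of 0.0194 here. It did not pass without pair 1 (0.1), pair 2 (0.144) or pair 3 (0.197), with no low-count filter (0.376), without the replicate block or, in settings chosen after seeing the values, over genes with at least 1 count in 4 or more libraries (0.0664) and with limma voom without the replicate block. No gene passed without a filter or without the block, so those fits cannot decide this for Hoxb6. Terms of kidney development and renal hypoplasia are reported as enriched among the higher genes, and the members of the hand-written lists on these subjects were frequent among the higher genes here as well, with 11 of 64 (17.2%) and 7 of 33 (21.2%) against 230 of 6869 (3.35%) overall (adjusted p = 1.02e-04 and 6.12e-04, Fisher's exact test, two-sided, a test chosen after the data were seen that treats genes as independent). Camera, which compares all fold changes of a list and so asks another question, gave adjusted p-values of 0.0566 and 0.161. With camera the first passed with no replicate block, limma voom, no low-count filter or pair 1 left out and, in settings chosen after seeing the values, with pair KC against the other pairs as the block or a correction for GC content and length. The second passed with limma voom.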

Other observations

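The tests of other splits, of GC content and length and of stromal markers were written down before their results were seen.

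With the pairs kept, the libraries can be split in 8 ways that put 1 library of each pair in each group. Only the real split gave as many as 452 genes (1 of 8), and the other 7 gave 0 genes with an adjusted p under 0.05, with 78 to 438 genes at an unadjusted p under 0.05 against 1639. With 8 splits the share cannot go below 1 in 8, so that a chance split cannot be excluded by this test. Without the block, 16 of the 35 splits gave at least as many genes with an unadjusted p under 0.05 as the 26 of the real split. The 15 others all put both libraries of pair KC in the same group, which is a split along depth and strand composition, and among the 8 splits that part all pairs only the real one (1) reached 26.

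The fall of extracellular matrix genes was tested against 2 explanations. A trend with GC content and length is argued against, since the median of the list was -0.23 after the trend had been removed in the same fit, against -0.22 before. The number of differentially expressed genes was 489 after this correction, 390 of them among the 452, so that the trend is not the whole cause of that number either. GC content and length were known for 97.1% of the 452 genes. Fewer stromal cells would lower the stromal markers outside the matrix list. The 17 tested markers of this kind had a median of -0.0047, with 8 higher in JQ1, and since they went both ways the cells and the genes cannot be told apart by this test. A change of expression by JQ1 stays open.

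The remaining lists had medians of 0.18 (adjusted p = 0.538) for ureteric bud markers, -0.0367 (adjusted p = 0.198) for stromal, -0.50 (adjusted p = 0.0775) for endothelial and -0.29 (adjusted p = 0.374) for erythroid markers, -0.26 (adjusted p = 0.538) for genes expected to fall with BET inhibition, -0.0779 (adjusted p = 0.611) for immediate early genes and -0.19 (adjusted p = 0.0566) for proliferation genes, all from camera on the limma fit. Only 4 endothelial and 3 erythroid markers were tested. In the fit without a filter the 18 endothelial markers had a median of -0.43, with 15 lower in JQ1 (adjusted p = 0.0353). With limma voom the endothelial list (median -0.90, adjusted p = 4.98e-04) and the proliferation list (median -0.28, adjusted p = 3.68e-04) passed. The endothelial list also passed without the replicate block, without pair 1 or pair 2 and over genes with at least 1 count in 4 or more libraries, and the proliferation list without pair 2 or pair 3 and with the correction for GC content and length, and neither passed with fry or an estimated correlation. Macrophage markers had a median of 0.0074 over 15 genes in the fit without a filter (adjusted p = 0.992).

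Of the BET genes, for which the paper shows expression by in situ hybridization in these cultures, Brd2 had a log2 fold change of 0.95 (standard error 0.12, adjusted p = 6.09e-04, limma) and was higher in all 4 pairs. Brd3 had -0.17 (adjusted p = 0.533). Brdt had 80 counts in DMSO and 60 in JQ1 in pair KC and 0 in the 6 other libraries. For Ret, the paper saw no difference by in situ hybridization of cultures after 24 h, which is another measure than read counts. Here Ret had 3546 counts in DMSO and 1214 in JQ1 in pair KC. In pairs 1, 2 and 3 it had 14, 6 and 10 counts in DMSO and 2, 4 and 2 in JQ1. Its log2 fold change was -1.52 without a filter (standard error 0.37, adjusted p = 0.39, limma), and it was lower in all 4 pairs. It passed as lower with limma voom (adjusted p = 1.13e-04) and, in settings chosen after seeing the values, with the negative binomial model (0.0197, and 0.0158 over genes with at least 1 count in 4 or more libraries) and the quasi-Poisson model (8.51e-05). Hprt, for which the paper lists qPCR primers, had 706 counts in DMSO and 653 in JQ1 in pair KC, and 4 or fewer in every library of pairs 1 to 3.

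Both Xist and Y-linked genes were present in pair KC, with 1253 and 1762 counts of Xist and 1386 and 1623 counts of Ddx3y in DMSO and JQ1. In pairs 1 to 3, Ddx3y had from 2 to 7 counts and Xist from 29 to 42, so that the sex of these cultures was not read from them.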
